# Involvement of the SAGA and TFIID coactivator complexes in transcriptional dysregulation caused by the separation of core and tail Mediator modules

**DOI:** 10.1093/g3journal/jkac290

**Published:** 2022-11-04

**Authors:** Moustafa M Saleh, Heather A Hundley, Gabriel E Zentner

**Keywords:** Mediator, SAGA, TFIID, nsRNA-seq, ChEC-seq

## Abstract

Regulation of RNA polymerase II transcription requires the concerted efforts of several multisubunit coactivator complexes, which interact with the RNA polymerase II preinitiation complex to stimulate transcription. We previously showed that separation of the Mediator core from Mediator’s tail module results in modest overactivation of genes annotated as highly dependent on TFIID for expression. However, it is unclear if other coactivators are involved in this phenomenon. Here, we show that the overactivation of certain genes by Mediator core/tail separation is blunted by disruption of the Spt-Ada-Gcn5-Acetyl transferase complex through the removal of its structural Spt20 subunit, though this downregulation does not appear to completely depend on reduced Spt-Ada-Gcn5-Acetyl transferase association with the genome. Consistent with the enrichment of TFIID-dependent genes among genes overactivated by Mediator core/tail separation, depletion of the essential TFIID subunit Taf13 suppressed the overactivation of these genes when Med16 was simultaneously removed. As with Spt-Ada-Gcn5-Acetyl transferase, this effect did not appear to be fully dependent on the reduced genomic association of TFIID. Given that the observed changes in gene expression could not be clearly linked to alterations in Spt-Ada-Gcn5-Acetyl transferase or TFIID occupancy, our data may suggest that the Mediator core/tail connection is important for the modulation of Spt-Ada-Gcn5-Acetyl transferase and/or TFIID conformation and/or function at target genes.

## Introduction

Regulation of RNA polymerase II (RNAPII) transcription is an intricately regulated process that must simultaneously balance the cell’s requirements for housekeeping gene expression and the need for gene expression to be responsive to external stimuli. Multisubunit coactivator complexes are key regulators of both constitutive and induced gene expression. Coactivators exert their influence on RNAPII transcription through a number of means, from modification of nucleosomes at various *cis*-regulatory elements to modulating the shift of RNAPII from initiation to elongation (Thomas and Chiang 2006; Krasnov *et al.* 2016; Cramer 2019). Perhaps the best-known coactivator complexes are Mediator, TFIID, and Spt-Ada-Gcn5-Acetyl transferase (SAGA) (Thomas and Chiang 2006; Schier and Taatjes 2020). These coactivators co-occupy the promoters and enhancers of almost all genes (Jeronimo and Robert 2014; Grünberg *et al.* 2016; Baptista *et al.* 2017; Donczew *et al.* 2020). However, how these coactivators influence each other’s activities and subsequently affect RNAPII transcription is not well understood.

SAGA, TFIID, and Mediator have diverse functions. One of the best-understood coactivator functions is TBP delivery to promoters by SAGA and TFIID (Timmers 2021). TBP delivered to promoters nucleates the assembly of the preinitiation complex (PIC), of which both Mediator and TFIID are components *in vivo* (Cramer 2019)*.* Mediator is a multisubunit complex composed of 25 subunits in yeast arranged into multiple structural modules: head, middle, tail and the transiently associated kinase module (Soutourina 2018). Functionally, Mediator can be divided into core Mediator (cMed), which is composed of the head and middle modules held together by the scaffold subunit Med14 and the tail module, which interacts with transcription factors (TFs) (Brzovic *et al.* 2011; Cevher *et al.* 2014; Plaschka *et al.* 2015). Mediator functional modules have differential effects on gene expression. These effects are associated with different features of gene regulation such as promoter architecture and dependence on other coactivator complexes (Van De Peppel *et al.* 2005; Ansari *et al.* 2012; Tourigny *et al.* 2021; Saleh *et al.* 2021).

Previous studies have demonstrated that Mediator can also influence the recruitment of SAGA to specific genes (Qiu *et al.* 2005; Yarrington *et al.* 2020). SAGA is composed of 19 subunits arranged into 4 distinct functional modules: a histone acetyl transferase module, a deubiquitylase module, an activator binding module (Tra1), and a core module that holds all of the different functional modules together and directly interacts with TBP (Papai *et al.* 2020; Wang *et al.* 2020; Cheon *et al.* 2020). The Mediator tail module and SAGA regulate an overlapping set of genes (Ansari *et al.* 2012), the promoters of which tend to contain TATA boxes, which are high-affinity binding sites for TBP (Huisinga and Pugh 2004).

Conversely, transcription from promoters without consensus TATA boxes is largely unaffected by mutations in SAGA and Mediator tail subunits (Huisinga and Pugh 2004; Ansari *et al.* 2012), and these promoters generally show high occupancy of TFIID subunits (Rhee and Pugh 2012). In budding yeast, TFIID is composed of TBP and 14 TBP-associated factors (Taf1-14) (Sanders *et al.* 2002; Tora 2002). These subunits are arranged into 3 lobes: lobe A (Taf1 lobe), lobe B (Twin lobe), and lobe C (Taf2 lobe) (Kolesnikova *et al.* 2018). Some TAFs of TFIID are shared with other complexes: Taf5, Taf6, Taf9, Taf10, and Taf12 are shared with SAGA (Grant *et al.* 1998; Han *et al.* 2014), while Taf14 is shared with 4 other complexes with various functions related to transcription (Henry *et al.* 1994; Cairns *et al.* 1996; Peterson *et al.* 1998; John *et al.* 2000). The TFIID-specific Tafs Taf1, Taf11 and Taf13 contact TBP in TFIID (Anandapadamanaban *et al.* 2013; Gupta *et al.* 2017; Kolesnikova *et al.* 2018). TFIID binds several regulatory sequences alongside Mediator and SAGA (Rhee and Pugh 2012; Grünberg *et al.* 2016; Baptista *et al.* 2017; Warfield *et al.* 2017), and, like Mediator and SAGA, is generally required for RNAPII transcription from all genes (Baptista *et al.* 2017; Warfield *et al.* 2017; Tourigny *et al.* 2021).

In this study, we investigate how SAGA and TFIID influence the transcriptional dysregulation induced by cMed/tail separation via removal of the connecting Med16 subunit. Our results indicate that Med16 depletion has a minimal effect on SAGA recruitment to Med16-regulated genes. Furthermore, disrupting SAGA by depleting the core subunit Spt20 has effects reminiscent of cMed/tail separation on the nascent transcriptome and partially mitigates Med16-depletion-dependent transcriptional overactivation. As anticipated, abrogation of TFIID function by depletion of Taf13 robustly eliminates cMed/tail separation-dependent transcriptional overactivation. The observed transcriptional changes do not appear to be strictly attributable to alterations in SAGA or TFIID association with the genome, suggesting that Mediator structural integrity may play a role in conformation and/or function of these coactivators when bound to target gene regulatory sequences.

## Materials and methods

### Yeast methods

*S*accharomyces *cerevisiae* cells were cultured in Yeast extract, peptone and dextrose (YPD) media at 30°C. SAGA subunits, Spt3 and Spt8, were tagged with 3xFLAG-MNase using pGZ110 (*TRP1* marker). SBY13674 (W303 expressing *pGPD1-OsTIR1-LEU2*, kindly provided by Sue Biggins) was used as the background to generate all AID strains. Taf13 and Spt20 were tagged with 3xHA-IAA7 using pGZ360 (HIS3MX6 marker), while Med16 was tagged with 3xV5-IAA7 using pL260/pSB2065 (kanMX6 marker). Supplementary Table 1 contains the complete genotype of all strains used in this study.

### ChEC-seq

All ChEC-seq experiments except for Spt3 ChEC-seq in Spt20-AID were done as previously described (Tourigny *et al.* 2018). Briefly, cells were grown to mid-log phase in YPD and then cells were pelleted, washed with buffer A thrice after which the cell pellet was resuspended in buffer A supplemented with digitonin (final concentration of 0.1%) to permeabilize the cells. Following, CaCl_2_ was added to the cell suspension (final concentration of ∼2 mM) and then incubated at 30°C for 1 min before the suspension was transferred to another tube containing 100 µl of stop buffer. For the Spt3 ChEC-seq in Spt20-AID, ChEC protocol was similar to the ChEC protocol described with the following differences: (1) CaCl_2_ was added to the digitonin-permeabilized cell suspension at a final concentration of ∼0.2 mM and (2) the CaCl_2_ supplemented cell suspension was incubated for 5 min at 30°C. The rest of the protocol includes DNA extraction, RNase treatment, and size selection, which were done as previously described (Tourigny *et al.* 2018). ChEC-seq libraries were prepared by the Indiana University Center for Genomics and Bioinformatics (CGB) using the NEBNext Ultra II DNA Library Prep Kit for Illumina. Libraries were sequenced for 38 or 75 cycles in paired-end mode on the Illumina NextSeq 500 platform at the CGB.

### nsRNA-seq

nsRNA was done as previously described (Saleh *et al.* 2021). Briefly, cells grown in YPD were split into 2 equal fractions treated with either 3-IAA (final concentration of 0.5 mM) or an equivalent volume of DMSO for 30 min. Following, cultures were treated with 4-thiouracil (4tU) (final concentration of 5 mM) for 6 min at 30°C. Then, cells were pelleted and washed with ice-cold PBS twice before centrifugation and cell pellets were kept on ice. The separately labeled spike-in *S. pombe* culture was combined with the *S. cerevisiae* 4tU-labeled cells to a final ratio of 1:4 (*S. pombe* to budding yeast) based on the optical density of the cultures at 600 nm. RNA extraction, biotinylation, pull-down, and final purification were done as described (Saleh *et al.* 2021). rRNA was depleted from nsRNA using Terminator 5′-Phosphate-Dependent Exonuclease (Lucigen TER51020) digestion as per the manufacturer’s protocol, and rRNA-depleted nascent RNA was purified and concentrated using RNAClean XP clean beads (1.8:1 beads: sample ratio). Libraries were prepared by the CGB using the TruSeq Stranded Total RNA kit for Illumina and sequenced as described for ChEC-seq.

### Data analysis

#### nsRNA-seq

nsRNA-seq data were analyzed as described previously (Saleh *et al.* 2021). Briefly, STAR (2.6.1a) was used to align reads and generate counts per gene for both sacCer3 (budding yeast) and ASM294 (fission yeast) genomes (Dobin *et al.* 2013). The R package DESeq2 was used for spike-in normalization and differential expression analysis (Love *et al.* 2014, p. 2). Data tables generated from differential gene expression analysis by DESeq2 are in Supplementary Table 2. The coactivator-redundant (CR) and TFIID gene categorization used was from the Hahn lab (Donczew *et al.* 2020). Statistical tests were done using base R.

#### ChEC-seq

Reads were aligned to the sacCer3 genome build using Bowtie2 (version 2.3.2) (Langmead and Salzberg 2012, p. 2) with the settings previously described (Saleh *et al.* 2021). Tag directories were made from SAM files with HOMER (Heinz *et al.* 2010) using default settings. BAM files were generated from SAM files using SAMtools (v1.9) (Li *et al.* 2009). Bigwigs and heatmaps and PCA plots were generated using DeepTools (v3.4.1) (Ramírez *et al.* 2016) using the settings and commands previously described for Bigwigs (Saleh *et al.* 2021). Using HOMER *annotatepeaks.pl*, total normalized ChEC-seq signal in 2-kb windows centered on the TSSs of all genes in the sacCer3 annotation (6,672 genes) was determined. These normalized counts were then used to generate Spearman correlation plots using the R package “corrplot”. ChEC-seq internal normalization boxplots were generated as previously described (Saleh *et al.* 2021).

## Results

### cMed/tail separation reduces Spt8 occupancy at Med16-down genes

Although Mediator’s tail and SAGA regulate an overlapping set of genes (Ansari *et al.* 2012), and both SAGA and Mediator bind the UASs/enhancers of almost all genes (Grünberg *et al.* 2016; Baptista *et al.* 2017; Donczew *et al.* 2020), how the Mediator tail and SAGA coregulate their targets is not well understood. Given that previous work has shown that Mediator influences SAGA recruitment to specific genes (Qiu *et al.* 2005; Yarrington *et al.* 2020), we sought to determine if SAGA occupancy is altered upon Med16 loss, which results in cMed/tail separation (Zhang *et al.* 2004; Saleh *et al.* 2021). To that end, we used chromatin endogenous cleavage and high-throughput sequencing (ChEC-seq) (Zentner *et al.* 2015) to investigate the effect of Med16 depletion on the occupancy of the SAGA core subunit Spt8 in both wild-type (WT) and *med16*Δ cells*.* We chose Spt8 because it is a core subunit specific to SAGA that directly contacts TBP (Sermwittayawong and Tan 2006; Papai *et al.* 2020; Wang *et al.* 2020). We focused our analysis on Med16-regulated genes (Med16R genes), which represent genes differentially regulated in the same direction in both stable deletion and conditional depletion conditions of Med16 (Saleh *et al.* 2021), thus limiting the analysis to genes likely to be directly affected by Med16 loss. The level of Spt8 did not change between WT and *med16*Δ cells (Fig. 1a). To allow comparison between ChEC-seq data from Spt8 and other SAGA subunits (described below), we opted to use an internal normalization strategy that we described previously (Saleh *et al.* 2021). Briefly, ChEC-seq signal in the upstream regulatory region, defined as a 500-bp area upstream of the transcription start site (TSS), was normalized to ChEC-seq signal in an identically sized region centered around the transcription end site (TES) in the same replicate/sample. We must note that the TSS and TES annotations for sacCer3 indicate open reading frame start and end sites, respectively. The TES region was chosen for normalization because this region is naturally nucleosome depleted, thus accounting for chromatin accessibility, and is not associated with any PIC assembly or coactivator occupancy (Fan *et al.* 2010; Brogaard *et al.* 2012).

**Fig. 1.**
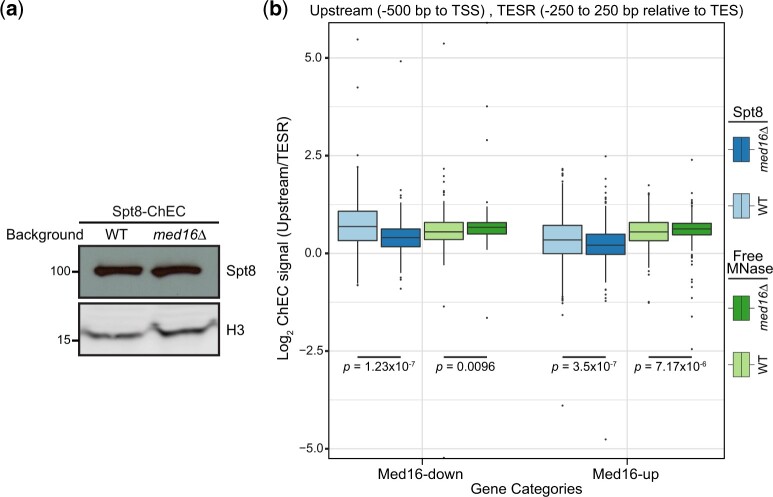
Spt8 occupancy decreases in *med16*Δ. a) Western blot of SAGA subunit Spt8 (Spt8-3xFLAG-MNase) in WT and *med16*Δ cells. b) Boxplots of log_2_ upstream/TESR of SAGA and free MNase ChEC-seq signal from the WT and *med16*Δ strains for Med16-down (*n* = 187) and Med16-up (*n* = 745) genes. Statistical differences between groups were assessed by Wilcoxon rank-sum test.

Our results indicate a significant reduction in Spt8 occupancy at both Med16-down and Med16-up genes (Fig. 1b). It should be noted that the enrichment levels of Spt8-MNase were comparable to those of micrococcal nuclease with a nuclear localization signal (free MNase) (Fig. 1b), which is probably due to the low signal-to-noise ratio of Spt8 ChEC-seq. However, the Spt8 ChEC-seq replicates showed good reproducibility (Supplementary Fig. 1a) and the effect observed was consistent across biological replicates (Supplementary Fig. 1b) and contrasted with the change observed with free MNase, which shows a slightly higher signal in *med16*Δ compared to WT cells (Fig. 1b and Supplementary Fig. 1c), consistent with previous reports showing that chromatin from *med16*Δ cells has a higher sensitivity to MNase digestion (Jiang and Stillman 1992; Macatee *et al.* 1997). Furthermore, the average profile of Spt8 ChEC-seq signal around the TSS of Med16R genes confirms the reduction of Spt8 occupancy at Med16-down genes but does not show the reduction observed in Med16-up genes (Supplementary Fig. 1c). Taken together, these data suggest that Spt8 occupancy is reduced at Med16-down genes upon cMed/tail separation.

### cMed/tail separation does not alter Spt3 occupancy at Med16R genes

Our data thus far suggest that Spt8 occupancy is reduced at Med16-down genes in *med16*Δ cells. However, while Spt8 is a core subunit of SAGA, it is not a component of the highly related SAGA-like (SLIK) complex, also known as SAGA-like Spt8 absent (SALSA) (Pray-Grant *et al.* 2002; Sterner *et al.* 2002). SLIK/SALSA is differentiated from SAGA by the absence of the core subunit Spt8 as well as the presence of a C-terminally truncated version of Spt7 (Sterner *et al.* 2002). Given that SAGA can be converted to SLIK/SALSA by the action of the Pep4 peptidase (Spedale *et al.* 2010), we sought to investigate if SLIK/SALSA occupancy differs from that of SAGA. To address this question, we performed Spt3 ChEC-seq in both WT and *med16*Δ cells focusing on Med16R genes to limit the analysis to genes likely to be directly affected by Med16 depletion.

The level of Spt3 changes between WT and *med16*Δ cells (Fig. 2a). However, the internal normalization method previously described should control for the difference in protein levels between the two conditions. Our results indicate that there is no significant difference in the normalized Spt3 ChEC-seq signal between WT and *med16*Δ cells (*P > *0.05 by pairwise Wilcoxon rank-sum test) (Fig. 2b)*.* Furthermore, Spt3 ChEC-seq replicates showed good correlation (Supplementary Fig. 2b). However, no consistent changes were observed across three biological replicates (Supplementary Fig. 2a). Taken together, our data suggest that the occupancy of SAGA but not SLIK/SALSA is altered at Med16R genes upon cMed/tail separation.

**Fig. 2.**
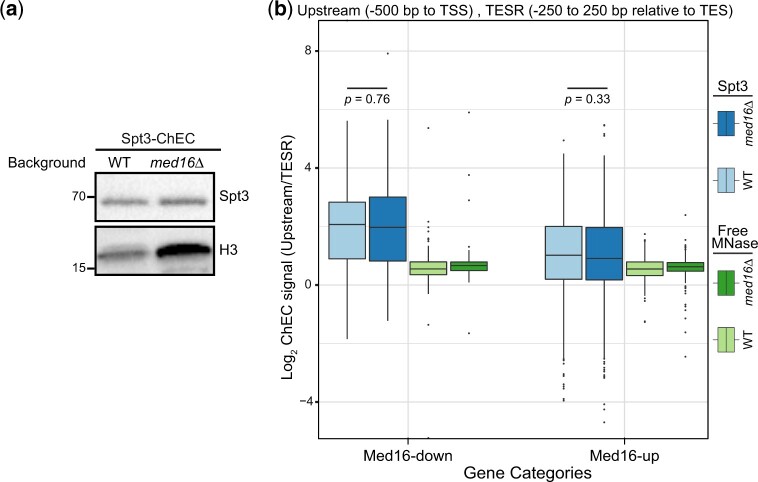
Spt3 occupancy is not changed in *med16*Δ. a) Western blot of SAGA subunit Spt3 (Spt3-3xFLAG-MNase) in WT and *med16*Δ cells*.* b) Boxplots of log_2_ upstream/transcription end site region (TESR) of SAGA and free MNase ChEC-seq signal from the WT and *med16*Δ strains for Med16-down and Med16-up genes. Statistical differences between groups were assessed by Wilcoxon rank-sum test.

### SAGA participates in Med16-depletion-dependent transcriptional overactivation

Our data thus far show that Spt8 but not Spt3 occupancy at SAGA target genes is dependent on the cMed/tail connection. Recruitment of SAGA to the genome by TFs is mainly mediated by the Tra1 subunit (Brown *et al.* 2001); thus, it stands to reason that its recruitment is generally dependent on Tra1. However, Tra1 is shared with another coactivator complex: nucleosome acetyl transferase of H4 (NuA4) (Doyon and Côté 2004). Thus, depleting Tra1 to study the effect of impairing SAGA recruitment to the genome by Tra1 removal would result in confounded results. However, removal of SAGA’s core subunit Spt20 destabilizes the SAGA complex and results in the separation of the core, Dub, and Tra1 modules (Lee *et al.* 2011). In order to test the effects of SAGA disruption on the transcriptional dysregulation caused by cMed/tail separation, we performed conditional depletion of Spt20 by the auxin-induced degradation (AID) system (Donczew *et al.* 2020). To confirm the destabilizing effect of Spt20 depletion on SAGA, we mapped the binding of Spt3 to the genome by ChEC-seq. Depleting Spt20 did not affect the stability of Spt3 (Supplementary Fig. 3a). As expected, Spt3 occupancy was reduced genome wide upon Spt20 depletion regardless of the gene categories (Supplementary Fig. 3b).

We then wanted to assess the effect of depleting Spt20 on RNAPII transcription, particularly how it modulates the effect of cMed/tail separation on the transcriptome. 

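nsRNA was measured in cells in which Spt20 alone (Spt20-AID) or both Spt20 and Med16 (Med16/Spt20-AID) carry an auxin-inducible degron, a tag through which the auxin 3-IAA triggers degradation of the protein. Both strains were made in a W303 background of S. cerevisiae that expresses the auxin receptor OsTIR1. Each culture was divided, exposed to 0.5 mM 3-IAA or to DMSO for 30 min and then given 5 mM 4-thiouracil for 6 min, so that the recovered RNA had been made within that labeling time. Labeled S. pombe cells served as a spike-in, mixed in by optical density. The authors aligned the reads to sacCer3 and deposited the reads that STAR counted on each gene, without normalization and with separate counts for each strand. Each condition had 3 biological replicates. All libraries used here are from degron strains, so an effect of 3-IAA itself cannot be told apart from that of depletion. Between 3112233 and 4426449 reads per library were counted on the sense strand of genes in Spt20-AID, with a median of 3547703. The range was 4209319 to 6189719 in Med16/Spt20-AID, with a median of 4854891. The S. pombe counts themselves were not used here. The study's spike-in size factors were recovered instead from the mean normalized counts of Supplementary Table 2, by least squares on the libraries' counts. Over 1396 genes with a mean of at least 100, the sense counts fitted that table with a median relative error of 6.9e-05%, and those of both strands together missed the 1% limit set for this fit. Differential expression between 3-IAA and DMSO was tested with edgeR's quasi-likelihood test on the sense counts of 5567 genes with a mean count of at least 10, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called upregulated or downregulated. Same-numbered 3-IAA and DMSO libraries deviated together from their group means, with a mean correlation across 4815 genes of 0.264 in Spt20-AID and 0.416 in Med16/Spt20-AID, and numbers of genes are therefore also given with the replicate number as a block. Gene coordinates are those of the R64 annotation. The degron removes the protein, so the transcript of a depleted subunit does not measure the depletion. SPT20 (YOL148C, chromosome XV, 45760 to 47574) had 440 ± 54.1 normalized counts (SD, n = 3) with 3-IAA and 266 ± 12.9 (SD, n = 3) with DMSO in Spt20-AID. In Med16/Spt20-AID, its normalized counts were 872 ± 60.0 (SD, n = 3) and 648 ± 78.7 (SD, n = 3), and those of MED16 (YNL236W, SIN4 in the annotation, chromosome XIV, 206930 to 209854) were 1098 ± 76.5 (SD, n = 3) and 858 ± 18.5 (SD, n = 3).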

To that end, we performed newly synthesized RNA-seq (nsRNA-seq) following depletion of Spt20 alone or in combination with Med16 (Fig. 3a) in biological triplicates (Supplementary Fig. 4a). Spt20 depletion downregulated Med16-down genes similarly to Med16-AID (*P = *0.37 by pairwise Wilcoxon rank-sum test) (Fig. 3b). 

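The list of Med16-down genes and the Med16-AID libraries were not used here, so downregulated genes were taken from the Spt20-AID libraries themselves. Spt20 depletion downregulated 450 tested genes (8.1%), and 433 genes with the replicate number as a block. The choice of scaling moved this number most, as 1395 genes were downregulated with edgeR's TMM normalization, which assumes that most genes do not change. Leaving out replicates 1, 2 and 3 in turn gave 339, 303 and 697 downregulated genes. The 450 downregulated genes had a median log2 fold change of −0.68 (interquartile range −0.97 to −0.50). Their medians in replicate pairs 1, 2 and 3 were −0.81, −0.97 and −0.29. Because the genes were chosen on these libraries, their change can be overestimated. When the genes were instead called without a pair and measured in that pair, the medians were −0.93, −1.11 and −0.058. Among downregulated genes with a mean count of at least 50, TDH1 (YJL052W, chromosome X, 338271 to 339269) had the largest decrease, from 1956 ± 278 normalized counts (SD, n = 3) with DMSO to 336 ± 80.1 (SD, n = 3) with 3-IAA. Its log2 fold change was −2.55 (standard error 0.15, adjusted p = 1.24e-58 from edgeR's quasi-likelihood test). Reads that also map to the related genes TDH2 or TDH3 are not in its counts, since STAR counts uniquely mapped reads. YDR222W (chromosome IV, 910054 to 911301) fell from 369 ± 51.2 to 78.9 ± 9.11 normalized counts (SD, n = 3), a log2 fold change of −2.24 (standard error 0.17, adjusted p = 1.12e-37). CWP1 (YKL096W, chromosome XI, 261132 to 261851) fell from 641 ± 139 to 145 ± 19.7 normalized counts (SD, n = 3), a log2 fold change of −2.14 (standard error 0.15, adjusted p = 1.56e-40).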

Concurrent depletion of Spt20 and Med16 reduced the expression of Med16-down genes to a significantly greater extent than either Med16-AID (*P *=* *5.18 × 10^−14^ by pairwise Wilcoxon rank-sum test) or Spt20-AID (*P *=* *1.63 × 10^−11^ by pairwise Wilcoxon rank-sum test) alone, indicating cooperativity between tailed Mediator and SAGA at these genes, consistent with the enrichment of CR genes in Med16-down genes (Saleh *et al.* 2021). 

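In Med16/Spt20-AID, the genes downregulated in Spt20-AID had a median log2 fold change of −0.78 (interquartile range −1.16 to −0.46). Their medians in replicate pairs 1, 2 and 3 were −0.82, −0.69 and −0.78. Of these genes, 377 were also downregulated in the double degron. The 4 upregulated there were PUT4, GFD2, PIR3 and OPT2, of which the last 3 are named after their values were seen. The pair medians of the list did not differ between the strains by more than the spread between pairs (two-sided exact permutation test, p = 0.9, where 3 pairs against 3 cannot give less than 0.1). The log2 fold change was lower in the double degron for 245 of the genes (54.4%). A test of the difference between the strains gene by gene, the interaction contrast of the edgeR fit, called 40 of them lower and 24 of them higher in Med16/Spt20-AID. Both CWP1 and TDH1 were among the latter, with differences of 0.98 (adjusted p = 0.000213) and 0.87 (adjusted p = 0.00125) from edgeR's interaction test. The fold changes of all tested genes in the 2 strains had a Pearson correlation of 0.725 and a Spearman correlation of 0.58 across genes, which are not independent replicates. From the stronger decrease of Med16-down genes under concurrent depletion, the paper proposes that tailed Mediator and SAGA act cooperatively at these genes.

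**Figure D1:**
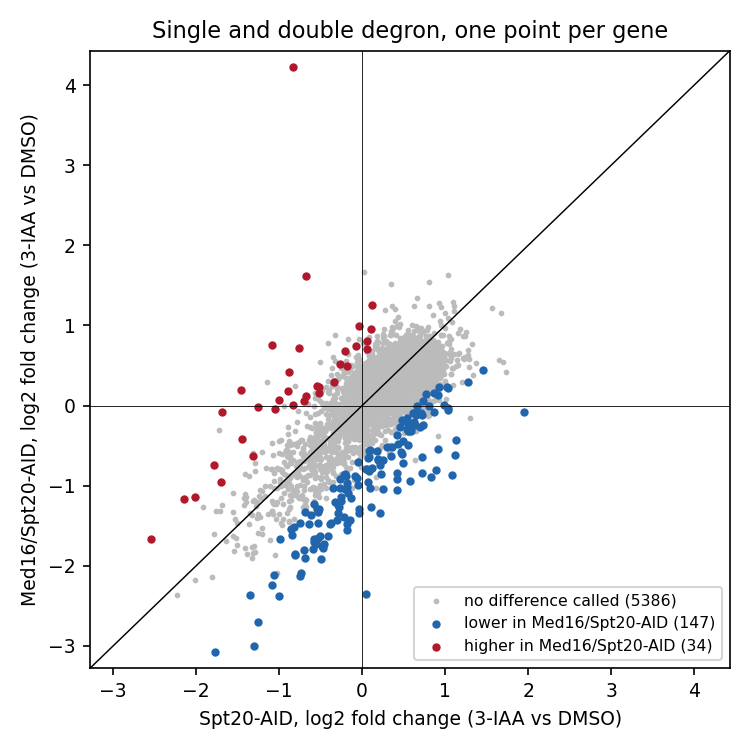
log2 fold change (3-IAA versus DMSO, spike-in scaled) of each tested gene in Spt20-AID (horizontal axis) and in Med16/Spt20-AID (vertical axis), 1 point per gene, with the diagonal where both are equal. Blue points are genes lower and red points genes higher in Med16/Spt20-AID by edgeR's interaction test, and the 5386 gray points are genes without a called difference. Most genes lie along the diagonal, and more of the colored points lie below it than above.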

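Most tested genes rose relative to the spike-in when Spt20 was depleted. The list of Med16-up genes was not used here. In Spt20-AID, 3004 genes (54.0% of those tested) were upregulated, 2913 genes with the replicate number as a block, and 1162 of the upregulated genes rose by at least 1.5-fold. The median log2 fold change of all tested genes was 0.38 (interquartile range 0.11 to 0.56). The median log2(normalized count + 1) of a library was 8.29 ± 0.18 (SD, n = 3) with 3-IAA and 7.91 ± 0.18 (SD, n = 3) with DMSO. The libraries of the 2 treatments did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The rise was uneven between replicates, with medians of 0.23, 0.11 and 0.76 in pairs 1, 2 and 3. Without replicate 3, 1265 genes were upregulated and the median of all tested genes was 0.18. TMM scaling removed the shift, with a median of 0.016 and 951 upregulated genes. In Med16/Spt20-AID, the library medians were 9.20 ± 0.07 (SD, n = 3) with 3-IAA and 8.94 ± 0.11 (SD, n = 3) with DMSO. The median log2 fold changes of its pairs 1, 2 and 3 were 0.23, 0.36 and 0.31. In Spt20-AID itself, its upregulated genes had a median log2 fold change of 0.54 (interquartile range 0.44 to 0.65), and 0.41, 0.28 and 0.91 in pairs 1, 2 and 3. Called without a pair and measured in it, upregulated genes had medians of 0.40, 0.25 and 0.99. Among upregulated genes with a mean count of at least 50, the heat shock gene SSA4 (YER103W, chromosome V, 364589 to 366517) rose most, from 1028 ± 257 to 3973 ± 1042 normalized counts (SD, n = 3). Its log2 fold change was 1.95 (standard error 0.15, adjusted p = 1.76e-34 from edgeR's quasi-likelihood test), without the reads it shares with other SSA genes. EMP46 (YLR080W, chromosome XII, 287916 to 289250) rose from 24.8 ± 1.73 to 68.4 ± 10.1 normalized counts (SD, n = 3), a log2 fold change of 1.46 (standard error 0.22, adjusted p = 1.31e-09). PHO89 (YBR296C, chromosome II, 796798 to 798522) rose from 18.8 ± 7.17 to 45.7 ± 5.25 normalized counts (SD, n = 3), a log2 fold change of 1.32 (standard error 0.24, adjusted p = 8.6e-07).

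**Figure D2:**
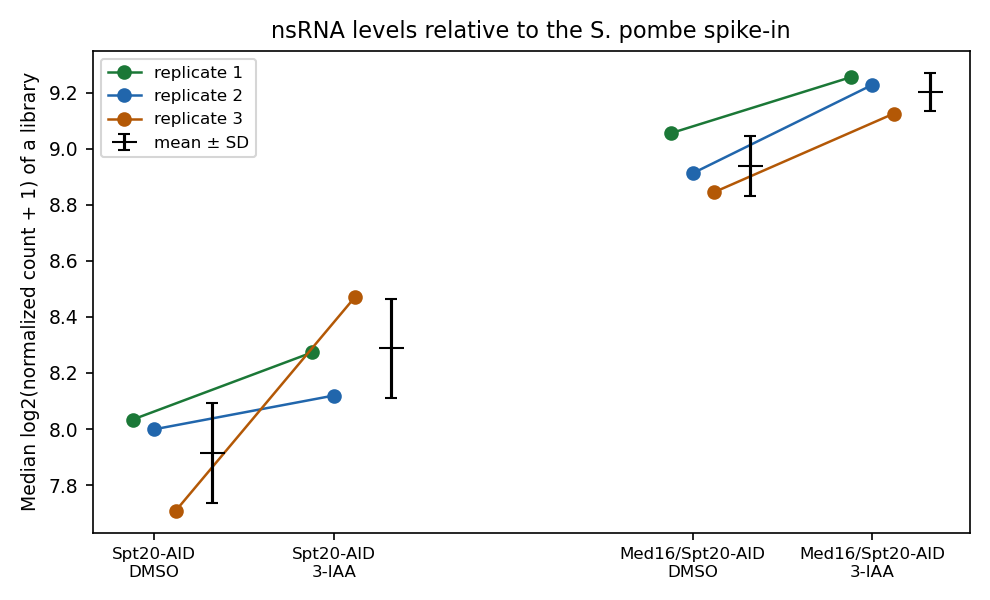
Median log2(normalized count + 1) over the tested genes (vertical axis) of each library of Spt20-AID and Med16/Spt20-AID, by treatment (horizontal axis). Lines join libraries with the same replicate number, and black marks give the mean ± SD of 3 libraries. Replicate 3 of Spt20-AID rises by 0.76, more than the other pairs.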

Notably, Spt20 depletion alone increased the expression of Med16-up genes, though to a significantly lesser extent than Med16 alone (*P *=* *7.75 × 10^−3^ by pairwise Wilcoxon rank-sum test) (Fig. 3b). 

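The genes upregulated in Spt20-AID, with a median log2 fold change of 0.54 there, had one of 0.38 in Med16/Spt20-AID (interquartile range 0.28 to 0.48). Their medians in replicate pairs 1, 2 and 3 of the double degron were 0.31, 0.43 and 0.38. The double degron upregulated 1941 of them and downregulated 22. The fold change was smaller in the double degron for 2527 of them (84.1%), which were chosen on Spt20-AID. The interaction contrast called 56 of them lower and 0 higher in Med16/Spt20-AID. At an unadjusted p under 0.05, these numbers were 289 and 6. The pair medians of the list in the 2 strains overlapped (two-sided exact permutation test, p = 0.8). In Spt20-AID they were 0.41, 0.28 and 0.91, and only that of pair 3 exceeded all those of the double degron. Without Spt20-AID replicate 3, the interaction contrast over all tested genes called 141 lower and 440 higher. A smaller rise in the double degron is therefore not established. Over all tested genes, Med16/Spt20-AID upregulated 2573 genes, 2321 with the replicate number as a block, and the median log2 fold change was 0.31 (interquartile range 0.11 to 0.44). Fewer genes rose by at least 1.5-fold than in Spt20-AID, with 463 upregulated genes past that threshold. TMM called 663 genes upregulated in the double degron. Leaving out its replicates 1, 2 and 3 in turn gave 1735, 631 and 1087 upregulated genes. SSA4 was not called in the double degron (log2 fold change −0.07, standard error 0.15, adjusted p = 0.652 from edgeR's quasi-likelihood test), and its response differed between the strains by −2.02 (standard error 0.21, adjusted p = 7.51e-19 from edgeR's interaction test). Of the upregulated genes with a mean count of at least 50, PUT4 (YOR348C, chromosome XV, 986899 to 988782) rose most in the double degron, from 477 ± 48.2 to 1463 ± 77.7 normalized counts (SD, n = 3). Its log2 fold change was 1.62 (standard error 0.14, adjusted p = 1.04e-27), against −0.68 (standard error 0.20, adjusted p = 0.00226) in Spt20-AID by the same test. YPR196W (chromosome XVI, 931376 to 932788) rose from 74.1 ± 2.95 to 187 ± 10.7 normalized counts (SD, n = 3), a log2 fold change of 1.34 (standard error 0.19, adjusted p = 3.32e-11). FLO11 (YIR019C, chromosome IX, 389572 to 393675) rose from 29.4 ± 2.90 to 71.0 ± 18.8 normalized counts (SD, n = 3), a log2 fold change of 1.29 (standard error 0.22, adjusted p = 6.14e-08).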

Concurrent depletion of Spt20 and Med16 attenuated the upregulation of Med16-up genes compared to Med16-AID (*P *=* *1.82 × 10^−14^ by Wilcoxon rank-sum test) (Fig. 3b), indicating a role for SAGA integrity in Med16-depletion-dependent transcriptional upregulation.

**Fig. 3.**
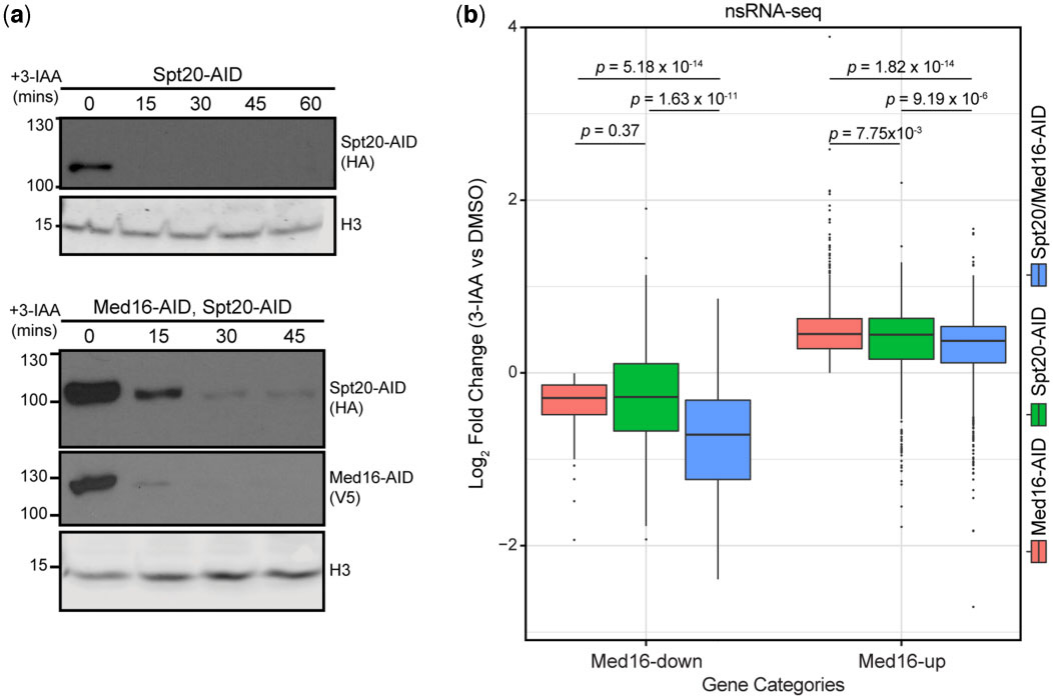
Spt20 contributes to Med16-depletion-dependent transcription overactivation. a) Western blot showing the kinetics of depletion upon addition of 3-IAA to Spt20-AID (single degron) and Med16/Spt20-AID (double degron) upon 3-IAA treatment. b) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from Med16-AID downregulated and upregulated genes for the Med16-AID, Spt20-AID, and Spt20/Med16-AID 3-IAA versus DMSO comparisons. Statistical differences between groups were assessed by pairwise Wilcoxon rank-sum test with Holm correction for multiple testing

Given that Spt20 depletion resulted in moderate overactivation of Med16-up genes and these genes are enriched in TFIID-dependent genes (Saleh *et al.* 2021), we asked if Spt20 depletion has a similar effect on the entirety of TFIID regulated genes as well as all CR genes. 

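The list of TFIID-dependent genes was not used here, and the strains were compared over all tested genes. The response to 3-IAA differed between Med16/Spt20-AID and Spt20-AID at 181 genes by edgeR's interaction test, 147 of them lower and 34 higher in the double degron. With the replicate number as a block, 155 genes differed, 127 lower and 28 higher. The median difference between the 2 strains was −0.10, and it was below 0 for 65.3% of the tested genes. Scaling moved the number of genes most, as TMM called 403 lower and 456 higher. Leaving out each replicate in turn gave 106 to 581 genes. The fit without Spt20-AID replicate 3 called 141 genes lower and 440 higher. The difference decreased with gene length (Spearman correlation of −0.332 across genes), and 144 of the genes kept their call after the trends of each library with gene length and GC content were removed.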

Interestingly, Spt20 depletion resulted in stronger upregulation of TFIID-dependent genes compared to Med16-AID (Supplementary Fig. 4b), and this upregulation is dependent on the presence of Med16. On the other hand, CR genes were more downregulated on average in Spt20-AID compared to Med16-AID. Moreover, Med16/Spt20-AID exhibited a stronger downregulation of CR genes compared to both single degrons (Supplementary Fig. 4). 

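The list of CR genes was not used here. Med16/Spt20-AID downregulated 576 genes, 561 with the replicate number as a block, with a median log2 fold change of −0.77 (interquartile range −1.12 to −0.54). The same genes had a median of −0.52 in Spt20-AID, and 441 of them (76.6%) were lower in the double degron, on whose libraries they were chosen. Of the genes downregulated in Spt20-AID, 73 were not called downregulated in the double degron, and 199 genes downregulated in the double degron were not called downregulated in Spt20-AID. Among genes with a mean count of at least 50, ARO10 (YDR380W, chromosome IV, 1234218 to 1236125) had the largest decrease, from 159 ± 44.7 to 18.6 ± 1.34 normalized counts (SD, n = 3), a log2 fold change of −3.07 (standard error 0.23, adjusted p = 5.05e-37 from edgeR's quasi-likelihood test). YGP1 (YNL160W, chromosome XIV, 336545 to 337609) fell from 1323 ± 37.0 to 165 ± 12.3 normalized counts (SD, n = 3), a log2 fold change of −3.002 (standard error 0.16, adjusted p = 1.27e-77). YRO2 (YBR054W, chromosome II, 343101 to 344135) fell from 1199 ± 173 to 183 ± 13.4 normalized counts (SD, n = 3), a log2 fold change of −2.71 (standard error 0.15, adjusted p = 7.76e-66). With the counts of both strands together, the log2 fold changes of ARO10, YGP1 and YRO2 were −0.81, −1.96 and −2.62, so that ARO10 no longer fell most. Each of them fell less in Spt20-AID on the sense strand, with log2 fold changes of −1.77 for ARO10, −1.30 for YGP1 and −1.26 for YRO2. The differences between the strains were −1.31 for ARO10 (adjusted p = 0.00543), −1.70 for YGP1 (adjusted p = 2.13e-13) and −1.45 for YRO2 (adjusted p = 1.75e-09) by edgeR's interaction test.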

Taken together, these data suggest that tailed Mediator and SAGA cooperate in regulating an overlapping set of genes consistent with previous reports (Ansari *et al.* 2012), and that SAGA has a role in Med16-depletion-dependent transcriptional upregulation.

### TFIID subunits have altered occupancy at Med16-down genes

Given the importance of TFIID for all RNAPII transcription and the enrichment of TFIID-dependent genes in Med16-up genes (Saleh *et al.* 2021), we asked if Med16 depletion has any effect on TFIID occupancy genome-wide. To address this question, we performed ChEC-seq on the TFIID-specific Tafs, Taf1 and Taf13. Both Taf1 and Taf13 contact TBP and reside in separate lobes of TFIID, with Taf1 residing in lobe A (Taf1 lobe) and Taf13 residing in lobe C (twin lobe) (Kolesnikova *et al.* 2018). Taf1 and Taf13 protein levels were not affected by Med16 degradation (Supplementary Fig. 5, a and b), and ChEC-seq replicates showed high correlation between the 2 biological replicates of each condition (Supplementary Fig. 5, c and d). We again focused our analysis on Med16R genes since these are the genes likely to be directly affected by Med16 depletion. Taf1 ChEC-seq exhibited an average profile characterized by a peak apex located closer to the TSS compared to the Taf13 profile at both Med16-up and Med16-down genes (compare Fig. 4a and Fig. 4b). The Taf1 average profile at Med16-down genes also showed 2 peaks upstream of the TSS (Fig. 4a). However, the Taf13 average profiles showed a smaller “shoulder” compared to that observed in the Taf1 profile at ∼500-bp upstream of the TSS of Med16-down genes (see arrow in Fig. 4a). Taf13 showed a strong reduction, compared to Taf1, in ChEC-seq signal at both Med16-up and Med16-down TSSs upon Med16 depletion (Fig. 4b). However, we did not detect any changes in the profile shapes of both Taf1 and Taf13 at Med16R genes following Med16 depletion. Taken together, these data suggest that Med16 depletion alters the binding of the TFIID subunit Taf13 at both Med16-up and Med16-down genes.

**Fig. 4.**
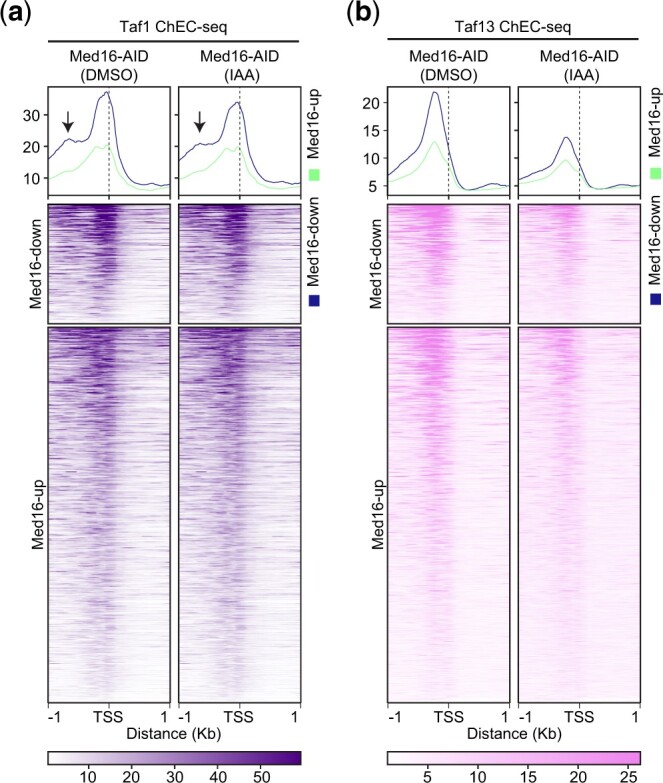
TFIID subunits ChEC-seq. a) Average plots and Heatmaps of Taf1 ChEC-seq signal at 2 Kb region centered around the TSS of Med16-up and Med16-down genes, dashed line indicates TSSs, and arrows indicate “shoulder.” b) Same as (a) but for Taf13 ChEC-seq.

### TFIID is essential for Med16-depletion-dependent transcriptional overactivation

Given that Med16 depletion alters the binding of TFIID subunit Taf13 at Med16R genes, we wondered if TFIID function is required for the transcriptomic changes observed in Med16-depletion. 

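In the Med16/Taf13-AID strain, auxin triggers degradation of Med16 together with Taf13, a subunit of TFIID. nsRNA was labeled, spiked and counted as for the Spt20 strains, in 3 biological replicates of each treatment. Its libraries come from another sequencing run than those of the Spt20 strains, so the strain and the run cannot be told apart. The libraries held fewer reads, with 874975 to 1029147 sense reads in the 3-IAA libraries and 1947787 to 2366418 in the DMSO libraries. The deviations of same-numbered libraries correlated by 0.137 on average. In principal components of log2(normalized count + 1), the first component held 94.8% of the variance and the second 1.8%. The 3-IAA libraries lay between −66.35 and −59.85 on the first component and the DMSO libraries between 56.53 and 74.99, so that the treatments were farther apart than the replicates. The transcript of TAF13 (YML098W, chromosome XIII, 77267 to 77770) had 23.1 ± 6.45 normalized counts (SD, n = 3) with 3-IAA and 90.3 ± 15.4 (SD, n = 3) with DMSO. That of MED16 had 290 ± 31.8 (SD, n = 3) and 823 ± 85.1 (SD, n = 3).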

To that end, we performed nsRNA-seq in a strain where both Med16 and Taf13 were targeted by AID (Fig. 5a) using biological triplicates (Fig. 5b). Acute depletion of Taf13 is known to result in global transcriptional downregulation (Donczew *et al.* 2020). Similarly, the combined depletion of Med16 and Taf13 did not deviate from this global downregulation (Fig. 5c). 

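Depletion of Med16 and Taf13 downregulated 5467 of the tested genes (98.2%) and upregulated 4, as called by edgeR's quasi-likelihood test with spike-in scaling. With the replicate number as a block, 5465 were downregulated. The median log2 fold change was −1.68, and 5544 genes (99.6%) had a fold change below 0. Library medians of log2(normalized count + 1) were 6.90 ± 0.05 (SD, n = 3) with 3-IAA and 8.58 ± 0.12 (SD, n = 3) with DMSO (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The medians of replicate pairs 1, 2 and 3 were −1.57, −1.84 and −1.58. This decrease is carried by the spike-in, since TMM, which centers the genes, called 810 genes lower and 833 higher, with a median of −0.021.

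**Figure D3:**
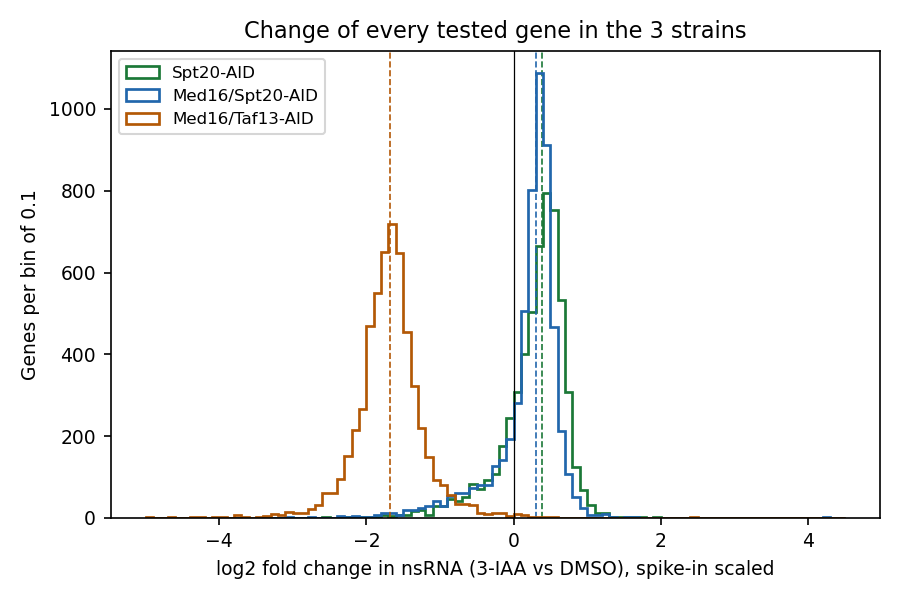
Number of tested genes (vertical axis) per bin of log2 fold change in nsRNA levels, 3-IAA versus DMSO with spike-in scaling (horizontal axis), in Spt20-AID, Med16/Spt20-AID and Med16/Taf13-AID. Dashed lines mark the medians, and that of Med16/Taf13-AID, −1.68, lies far below those of the Spt20 strains.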

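The decrease in Med16/Taf13-AID was not uniform across genes. The interquartile range of log2 fold changes was −1.91 to −1.47. Of the downregulated genes, 5244 fell by at least 2-fold, and 96 tested genes were not called in either direction. Of the genes downregulated relative to the spike-in, 780 were called higher once the common shift was removed by scaling on the genes themselves. The lists of Med16-up and Med16-down genes were not used here. The genes downregulated in Spt20-AID fell less than others in Med16/Taf13-AID, with a median log2 fold change of −1.40 against −1.65 for random lists of the same size matched on mean expression. TMN2 (YDR107C, chromosome IV, 669016 to 671034) had the lowest fitted log2 fold change among genes with a mean count of at least 50. It fell from 45.9 ± 7.99 normalized counts (SD, n = 3) with DMSO to no more than 3 reads in any 3-IAA library. At this depth its nsRNA was at least 11.0-fold lower, a bound that does not show a larger decrease than those of GMC1 and GAL4. With the counts of both strands together, the log2 fold change of TMN2 was 0.57. GMC1 (YDR506C, chromosome IV, 1459728 to 1461554) fell from 96.0 ± 4.05 to 6.85 ± 2.25 normalized counts (SD, n = 3), a log2 fold change of −3.77 (standard error 0.33, adjusted p = 6.93e-29 from edgeR's quasi-likelihood test). GAL4 (YPL248C, chromosome XVI, 79711 to 82356), which overlaps a gene on the other strand, fell from 69.6 ± 20.2 to 5.10 ± 0.73 normalized counts (SD, n = 3), a log2 fold change of −3.74 (standard error 0.37, adjusted p = 4.02e-23). Of the upregulated genes, FLO11 rose from 2095 ± 459 to 2963 ± 430 normalized counts (SD, n = 3), a log2 fold change of 0.50 (standard error 0.14, adjusted p = 0.000325), and was not called by DESeq2. NRD1 (YNL251C, chromosome XIV, 172588 to 174315) rose from 441 ± 59.2 to 601 ± 91.5 normalized counts (SD, n = 3), a log2 fold change of 0.45 (standard error 0.15, adjusted p = 0.00285), and was not called without replicate 1. The others called were the mitochondrial gene AI1, with no more than 4 reads in any library of the strain, and HRP1 (YOL123W, log2 fold change 0.37, adjusted p = 0.0101), which is named after its values were seen.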

Consistent with the enrichment of TFIID-dependent genes among Med16-up genes (Saleh *et al.* 2021), Med16/Taf13-AID showed a stronger downregulation of Med16-up genes compared to Med16-down genes (*P* = 9.12 × 10^−10^) (Fig. 5c). 

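The genes upregulated in Spt20-AID had a median log2 fold change of −1.69 in Med16/Taf13-AID (interquartile range −1.90 to −1.51). Of these genes, 2984 were downregulated and 2, FLO11 and NRD1, were upregulated. Their medians in replicate pairs 1, 2 and 3 were −1.59, −1.83 and −1.59. The genes upregulated in Med16/Spt20-AID also had a median of −1.69 (interquartile range −1.91 to −1.51), and 2548 of them were downregulated in Med16/Taf13-AID. The median of all tested genes in this strain was −1.68, so the medians of both lists lay close to that of the genes as a whole. The paper draws its conclusion about TFIID from the downregulation of Med16-up genes in this strain, which it reports as stronger than that of Med16-down genes. It also sets the strain beside Med16-AID and points to an excess of TFIID-dependent genes in the Med16-up list.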

Taken together, these data show that TFIID is required for the transcriptional overactivation associated with Med16 depletion.

**Fig. 5.**
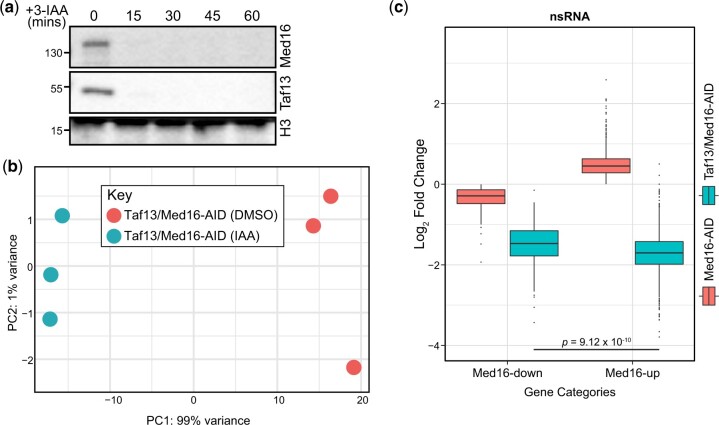
Taf13 is required for Med16-depletion-dependent transcription overactivation. a) Western blotting showing the kinetics of depletion upon the addition of 3-IAA to cells with Taf13/Med16-AID. b) PCA plot of the biological replicates of 3-IAA and DMSO treated Taf13/Med16-AID cells. c) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from Med16-down and Med16-up genes for the Med16-AID and Taf13/Med16-AID 3-IAA versus DMSO comparisons. Statistical differences between groups were assessed by pairwise Wilcoxon rank-sum test.

## Discussion

Here, we have investigated the role of the SAGA and TFIID coactivator complexes in transcriptional dysregulation induced by cMed/tail separation. Our results suggest that the transcriptional upregulation observed upon Med16 depletion is dependent on TFIID and, to a lesser extent, SAGA. However, these transcriptional changes do not seem to be mediated by alterations in the recruitment of these complexes to Med16R genes, suggesting that their functions are modulated postrecruitment.

In agreement with previous reports, we found that SAGA occupancy, as determined by Spt3 ChEC-seq, at Med16R genes is not dependent on Mediator’s structural integrity (Leroy *et al.* 2006; Donczew and Hahn 2021). This finding further supports a model where Mediator influences SAGA’s function postrecruitment and not necessarily by altering its recruitment. Indeed, we detected a reduction of Spt8 at Med16-down genes in Med16 deletion; however, whether this reduction is due to differential binding of SLIK/SALSA vs SAGA requires additional evidence. We propose several models to explain our observation of reduced Spt8 at genes downregulated upon Med16 deletion (see below). Spt8 attachment to SAGA depends on the presence of full length Spt7 (Pray-Grant *et al.* 2002; Sterner *et al.* 2002; Papai *et al.* 2020; Wang *et al.* 2020). Spt7 C-terminus is cleaved posttranslationally by the action the peptidase Pep4 (Spedale *et al.* 2010). This cleavage results in loss of Spt8 connection to the rest of SAGA complex (Sterner *et al.* 2002). It is not clear if this cleavage occurs before, after, or independent of SAGA recruitment to target genes. Furthermore, little is known about what triggers Spt7 cleavage and thus, the release of Spt8 from SAGA. However, Spt8 was shown to have a role in promoting the activating functions of TFIIA N-terminal (Warfield *et al.* 2004). Given these present observations, we propose 3 nonmutually exclusive explanations for these observations. The first model is that tailed Mediator blocks Spt7 cleavage at Med16-down genes until the PIC is properly assembled; and in the case of Med16 depletion, reduced cMed recruitment at Med16-down genes results in less PIC assembly and therefore, more Spt7 cleavage and subsequently less Spt8 associated with SAGA and hence lower signal at genes. This model is supported by the negative genetic interactions between multiple tail subunits and Spt8 (Collins *et al.* 2007). Furthermore, the release of TBP from SAGA is dependent on TFIIA’s interaction with SAGA (Papai *et al.* 2020), which is mediated by Spt8 (Warfield *et al.* 2004). However, it is not known if the presence of an assembled PIC in proximity to SAGA can block Spt7 cleavage. The second model proposes that the tailed Mediator promotes posttranslational modification of Spt7 or Spt8, which triggers Spt7 cleavage by Pep4 and the subsequent release of Spt8 from SAGA. The assumptions of this model, posttranslational phosphorylation of Spt8 residues, are supported by the presence of multiple phosphorylated serine residues in Spt8 (Chi *et al.* 2007; Albuquerque *et al.* 2008); however, the nature of the kinase responsible and the consequences of this posttranslational modification is still to be determined. The third model is that cMed/tail separation results in conformational changes in SAGA at Med16-down genes that results in an apparent reduction in Spt8 occupancy due to movement of the C-terminal MNase tag away from DNA.

Another interesting finding that was revealed in this study is the reduction of Taf13 ChEC-seq signal at Med16R genes. One can argue that this is not necessarily a reduction in TFIID occupancy because Taf1 did not show a similar decrease. A reasonable explanation for Taf13 signal reduction upon Med16 depletion may be a change in the conformation rather than level of bound TFIID. Indeed, recent complete structures of TFIID-containing PIC on several promoters have shown large conformational changes in TFIID upon binding promoters (Patel *et al.* 2018; Chen *et al.* 2021). Indeed, similar structural rearrangements were proposed for yeast TFIID, and these conformational changes seem to play a role in facilitating reinitiation (Joo *et al.* 2017). Thus, it remains to be tested if Med16-depletion results in similar changes in the conformation of promoter-bound TFIID.

Taken together, our data suggest that the connection of the core and tail Mediator modules alters the function of other coactivator complexes after their recruitment to their targets. However, the exact mechanism by which Mediator exerts this effect remains to be tested.

## Supplementary Material

jkac290_Supplementary_Figure_Legends

jkac290_Supplementary_Figure_S1

jkac290_Supplementary_Figure_S2

jkac290_Supplementary_Figure_S3

jkac290_Supplementary_Figure_S4

jkac290_Supplementary_Figure_S5

jkac290_Supplementary_Table_S1

jkac290_Supplementary_Table_S2

## Data Availability

All datasets generated in this work have been deposited in GEO (GSE207371). Supplemental material is available at G3 online.

# Supplementary material for: Involvement of the SAGA and TFIID coactivator complexes in transcriptional dysregulation caused by the separation of core and tail Mediator modules
**Source:** G3 (Bethesda). 2022 Nov 4;12(12):jkac290. doi: 10.1093/g3journal/jkac290
**Supplement:** jkac290_Supplementary_Figure_Legends

**Figure S1 –** (A) Correlation matrix of Spt8 ChEC-seq replicates in WT and *med16Δ* cells (-1 kb to +1 kb relative to the TSSs of all genes). (B) Boxplots of log_2_ upstream/TESR of Spt8 ChEC-seq biological replciates from the WT and *med16*Δ strains for Med16-down and Med16-up genes. (C) Average plot and Heatmap of Spt8 ChEC-seq in 2 Kb region centered around the TSS of Med16-up and Med16-down genes. (D) Average plot of Spt8 and Free MNase ChEC-seq in 2 Kb region centered around the TSS of Med16-up (top) and Med16-down (bottom) genes.

**Figure S2 –** (A) Correlation matrix of Spt3 ChEC-seq replicates in WT and *med16Δ* cells (-1 kb to +1 kb relative to the TSSs of all genes). (B) Boxplots of log_2_ upstream/TESR of Spt3 ChEC-seq replicates from the WT and *med16*Δ strains for Med16-down and Med16-up genes. Statistical differences between groups were assessed by Wilcoxon rank-sum test.

**Figure S3 -** (A) Western blot showing the kinetics of depletion and stability of Spt3-3xFLAG-MNase upon treatment by 3-IAA (B) Average plot and Heatmap of Spt3 ChEC-seq in 2 Kb region centered around the TSS of coactivator-redundant genes (CR) (Blue) and TFIID-dependent genes (green).

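The plot in Supplementary Fig. 4a places the nsRNA-seq libraries by their principal components, which summarize how whole profiles differ between libraries. Computed from log2(normalized count + 1) of the tested genes in the 12 libraries of both Spt20 strains, the first component held 83.5% of the variance and the second 9.9%. The first component separated the strains, with Spt20-AID libraries between −65.55 and −12.73 and Med16/Spt20-AID libraries between 21.53 and 51.90. The second separated the treatments, with 3-IAA libraries between −17.69 and −10.05 and DMSO libraries between 7.09 and 19.34. The separations on both components exceeded the spread between replicates. With TMM, the first component separated the treatments, with 3-IAA libraries between −25.49 and −2.09 and DMSO libraries between 1.04 and 26.07. It then separated the strains only within a treatment, with Spt20-AID between −2.56 and −2.09 and Med16/Spt20-AID between −25.49 and −23.87 for 3-IAA, and between 23.32 and 26.07 and between 1.04 and 3.50 for DMSO.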

**Figure S4 -** (A) PCA plot of replicate nsRNA-seq experiments performed in Spt20/Med16-AID and Spt20-AID cells treated with DMSO or 3-IAA. (B) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from CR and TFIID genes for the Med16-AID, Spt20-AID, and Spt20/Med16-AID 3-IAA versus DMSO comparisons.

**Figure S5 -** Western blot showing the kinetics of depletion and stability of Taf1-3xFLAG-MNase (A) and Taf13-3xFLAG-MNase (B) upon treatment by 3-IAA. Correlation matrices of ChEC-seq replicates from DMSO- and 3-IAA-treated Med16-AID cells (-1 kb to +1 kb relative to the TSSs of all genes) for (C) Taf1 ChEC-seq and (D) Taf13 ChEC-seq.

How the deposited data were processed for this re-analysis (not part of the article)

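nsRNA-seq libraries of 3 degron strains (Spt20-AID, Med16/Spt20-AID and Med16/Taf13-AID) treated with 3-IAA or DMSO were used, with 3 biological replicates of each condition and 18 libraries in all. Every library was mapped to its strain, treatment and replicate number from the authors' labels and Supplementary Table 1. The authors aligned the reads with STAR 2.6.1a to sacCer3 and deposited, for each library, raw read counts of 6692 genes, without normalization. These counts are given for both strands together, for the strand of the read and for the opposite strand, which is the sense strand of the gene in this library type. Reads that map to several places are reported as a total and are not in the counts of genes. In the study, the authors normalized the counts with size factors from the S. pombe spike-in and tested them with DESeq2.

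The spike-in size factors were recovered by least squares of the mean normalized count of the genes listed in Supplementary Table 2 on the sense counts of all libraries. The copy of the table used here lists 1999 genes, and it is not known whether it is complete. Of these genes, 1950 entered the fit, and a median relative error under 1% was required. Genes with a mean sense count of at least 10 over the 18 libraries were tested, 5567 in all. The counts were fitted together in edgeR 4.0.16 (R 4.3.3) with 6 groups of strain and treatment, and contrasts were tested with its quasi-likelihood test. Adjusted p-values are Benjamini-Hochberg values over all tested genes with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F statistic. Differences between strains in the response to 3-IAA are interaction contrasts of the same fit. The p-values of genes within a library share the error of that library's size factor, so they do not show by themselves that a shift common to all genes exceeds the replicate error. Shifts of library medians were tested with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p-value under 0.1. These tests take the libraries as independent and ignore the same-numbered pairs. Only 4 splits part all pairs, so with the pairs kept the share of splits could not fall under 1 of 4. Principal components were computed from log2(normalized count + 1). Summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

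Because each culture was divided between 3-IAA and DMSO, libraries of a strain with the same replicate number were taken as pairs. The paired fit has the replicate number as a block. Alternatives were TMM normalization, median-of-ratios size factors, the Wald test of DESeq2 1.42.0, a mean count of at least 50, no count filter, the counts of both strands, a threshold of 1.5-fold, a fit of only the libraries compared, and each replicate left out in turn. A correction of each library for trends with gene length and GC content was added after seeing the data. The named genes are, for each strain, the 3 largest increases and the 3 largest decreases among called genes with a mean count of at least 50 and the same direction in each of the 3 pairs, along with the depleted subunits and the subunits SPT3, SPT8, TAF1 and TRA1 that the Results name. Gene names and coordinates come from the R64 annotation, which holds 6008 of the 6692 gene identifiers.

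Sense reads per library ranged from 874975 to 6189719, with a median of 3547703. A gene with no more than 3 reads in each library of a group is given a bound in place of a fold change, which covers counting error only. The test was tried on simulated counts with 200 changed genes, of which it recovered 92.5% with 3.1% false calls, and 71.5% with 7.1% false calls for the interaction. The simulation had exact size factors and a fixed dispersion of 0.02. Its rates therefore do not cover false calls from an error of spike-in scaling. A simulated length bias raised false calls to 83.9%, and the correction brought them to 5.3%.

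The Med16-up, Med16-down, CR and TFIID-dependent gene lists, the Med16-AID libraries, the ChEC-seq data and the S. pombe counts were not used here. Genes were instead grouped by their calls in these libraries. Such a list can overstate the change in the libraries it was chosen on, and was therefore also chosen without a replicate pair and measured in that pair.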

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

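The comparisons, their alternatives and the rule for named genes were set before the data were examined. The tests of mitochondrial and of multi-mapping reads and the counts of genes called on both strands cited in this part were chosen only after the result was seen.

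The response to 3-IAA differed between Med16/Spt20-AID and Spt20-AID at 181 genes by the interaction test (34 higher and 147 lower in the double degron), and at 155 with the replicate number as a block. Of the 10 splits of the 6 pairs into groups of 3, 1 gave as many genes with an adjusted p-value under 0.05, the split by strain. The other splits gave at most 13 genes, and the next largest gave 5. At an unadjusted p under 0.05, the split by strain gave 606 genes and another split gave up to 914. With 10 splits the share cannot fall under 0.1, whatever the data, so by them the pattern cannot be told apart from a random grouping of the pairs and they decide nothing. With TMM, 98.9% of the 181 genes were called in the same direction, which by the limit set beforehand goes against an error of spike-in scaling. However, all 181 differed by at least 1.5-fold and TMM moved the median difference only from −0.10 to −0.026, so this test could hardly have come out the other way. The excess of lower genes did depend on the scaling and on a single replicate, with 456 higher and 403 lower under TMM and 440 higher and 141 lower without Spt20-AID replicate 3. The difference followed gene length (Spearman correlation across genes −0.332) and, more weakly, GC content (0.214). Length correlated with the change by 0.246, 0.121 and 0.193 in the pairs of Spt20-AID and by −0.027, −0.047 and −0.142 in those of Med16/Spt20-AID. After the trends of each library with length and GC content were removed, 183 genes were called, and 79.6% of the 181 were called in the same direction, with a remaining correlation with length of 0.104. A bias with length and GC content may therefore account for some of these genes but not for all, and the parts of length and of GC content in it cannot be told apart. The direction of the pattern cannot be told apart from an error of scaling. That Med16 changes the response of these genes to Spt20 depletion is a hypothesis.

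The response to 3-IAA differed between Med16/Taf13-AID and Med16/Spt20-AID at 5250 genes, 5225 lower and 25 higher, and at 5238 with the replicate number as a block. Of the 10 splits of the 6 pairs, 1 gave as many, the split by strain. Each of the other splits gave 0 genes, and 1 to 6 genes at an unadjusted p under 0.05. The share of splits cannot fall under 0.1, whatever the data, so by the splits the pattern cannot be told apart from a random grouping and they decide nothing. Apart from them, the median log2 fold change was negative in all 3 pairs of Med16/Taf13-AID (−1.57, −1.84 and −1.58). It was positive in all 3 pairs of Med16/Spt20-AID (0.23, 0.36 and 0.31). The split by strain is also the split by sequencing run, so the strain and the run cannot be told apart by it. Both treatments of a strain share its run, and a run would have to change the response to 3-IAA to give this difference. With the deeper libraries thinned to the depth of the others, 5200 genes were still called, so the number of calls does not need the greater depth. The median difference changed by −0.19%. Size factors were thinned along with the counts, so that value could hardly have moved and decides nothing. The difference did not follow GC content (Spearman correlation across genes 0.018) or gene length (0.074). With TMM, 1905 genes differed, 777 lower and 1128 higher. The common part of the difference thus rests on the spike-in. In Med16/Taf13-AID, mitochondrial reads moved by 7.4% and multi-mapping reads by 10.3% of the nuclear shift, with standard deviations between pairs of 25.8% and 2.1%. These values go against a scaling error of the size of the shift in that strain. A loss of TFIID function is a candidate explanation and remains a hypothesis.

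Counts on the strand opposite to a gene, which the paper does not report on, changed with 3-IAA at 605 of 2053 tested genes in Spt20-AID (508 higher, 97 lower), at 779 in Med16/Spt20-AID (657 higher, 122 lower) and at 1295 in Med16/Taf13-AID (24 higher, 1271 lower). With the replicate number as a block, the numbers were 616, 786 and 1296. Without Spt20-AID replicate 3, 92 antisense counts were higher and 101 lower in that strain. The excess of higher counts there thus depended on that replicate. Of the 4 splits of the 6 libraries of a strain that part all same-numbered pairs, 1 gave as many genes in each strain, the real one. The other splits, including the 6 that leave a pair on the same side, gave 0 genes, and at an unadjusted p under 0.05 up to 367, 230 and 217. The share of splits cannot fall under 1 of 4, whatever the data. By the splits the changes therefore cannot be told apart from a random grouping, and the splits decide nothing. With TMM in place of the spike-in, the numbers of higher and lower antisense counts were 107 and 240 in Spt20-AID, 237 and 234 in Med16/Spt20-AID and 544 and 65 in Med16/Taf13-AID, so their direction depends on the scaling. Sense reads counted on the wrong strand would give antisense changes that follow the sense changes, but the Spearman correlations across genes were −0.036, −0.144 and −0.148, which goes against it for differences between genes. A rank correlation does not see a shift common to all genes. Over 1501 genes tested on both strands, the medians were 0.45, 0.41 and −0.97 for antisense and 0.42, 0.30 and −1.71 for sense counts. Of 289, 303 and 747 genes called on both strands, 193, 169 and 723 changed in the same direction, so for the common part of the antisense changes wrong-strand reads are not excluded. Transcripts of a neighboring gene would be concentrated at genes with a gene within 300 bp on the other strand. The share called at 769 isolated genes was instead 129.7%, 142.3% and 92.8% of the share at 832 others. These 769 and 832 genes are not all of the 2053 tested genes. The rest were not compared, so transcripts of a gene on the other strand are not excluded for them. Of sense and antisense reads together, antisense reads made up 8.32% ± 0.13 (SD, n = 3) in the 3-IAA libraries of Med16/Taf13-AID and 5.89% ± 0.06 (SD, n = 3) in its DMSO libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The shares were 6.06% ± 0.06 and 5.73% ± 0.08 (SD, n = 3) in Med16/Spt20-AID (exact permutation test, p = 0.1) and 6.21% ± 0.23 and 6.49% ± 0.18 (SD, n = 3) in Spt20-AID (exact permutation test, p = 0.3). A change in antisense transcription may underlie these counts and remains a hypothesis.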

How the results depend on the processing

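The correction for gene length and GC content was chosen after the result was seen.

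The spike-in size factors gave medians over all tested genes of 0.38 in Spt20-AID, 0.31 in Med16/Spt20-AID and −1.68 in Med16/Taf13-AID, TMM gave 0.016, 0.0175 and −0.021, and median-of-ratios size factors gave 0.037, 0.041 and 0.00. In Spt20-AID, the split of 3004 higher and 450 lower genes became 951 and 1395 with TMM and 1116 and 1335 with median-of-ratios. In Med16/Spt20-AID, 3149 called genes (2573 higher, 576 lower) became 1863 (663 and 1200) and 1983 (839 and 1144). In Med16/Taf13-AID, 5471 (4 and 5467) became 1643 (833 and 810) and 1644 (916 and 728). The interaction of Med16/Spt20-AID with Spt20-AID rose from 181 genes (34 and 147) to 859 (456 and 403) and 859 (466 and 393). That of Med16/Taf13-AID with Med16/Spt20-AID fell from 5250 (25 and 5225) to 1905 (1128 and 777) and 1910 (1123 and 787). All genes downregulated in the Spt20 strains with the spike-in were also called lower with TMM, 450 and 576 genes, because centering lowers every gene there.

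Under TMM and median-of-ratios scaling, the lists of Spt20-AID were called anew and held other numbers of genes. The 951 and 1116 genes then higher had medians of 0.14 and 0.16 in Med16/Spt20-AID, where the 3004 genes had 0.38, and the 1395 and 1335 genes then lower had −0.41 and −0.41, where the 450 genes had −0.78. These medians are of different lists and do not show how the 3004 and 450 genes themselves moved. With TMM, the first principal component held 52.8% of the variance in both sets of libraries instead of 94.8% and 83.5%, and in the Spt20 strains it separated the treatments, and the strains only within a treatment. Antisense counts changed at 605, 779 and 1295 genes in the order of strains above. With TMM, 347 (107 higher, 240 lower), 471 (237 and 234) and 609 (544 and 65) were called, against 508 and 97, 657 and 122, and 24 and 1271 with the spike-in. With median-of-ratios, these were 355 (123 and 232), 500 (277 and 223) and 617 (560 and 57). A mean antisense count of at least 50 left 274, 340 and 580. Under TMM, the log2 fold changes of SPT20 (0.12), MED16 (0.16), TAF1 (0.21) and TRA1 (0.23) in Med16/Taf13-AID and of TAF1 (−0.045) in Med16/Spt20-AID reversed. That of TMN2 in Med16/Taf13-AID reversed to 0.57 when the counts of both strands were used. The reversals under TMM follow from its centering of the median, and the cause of the one in TMN2 was not tested. The counts of both strands also gave smaller decreases of YDR222W in Spt20-AID (−1.61), of ARO10 (−0.81) and YGP1 (−1.96) in Med16/Spt20-AID and of GMC1 (−2.52) and GAL4 (−1.47) in Med16/Taf13-AID.

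With a threshold of 1.5-fold, 1434 genes were called in Spt20-AID and 860 in Med16/Spt20-AID. Leaving out each replicate in turn gave 1962 to 3619 genes in Spt20-AID, 1090 to 2202 in Med16/Spt20-AID, 5373 to 5452 in Med16/Taf13-AID, 106 to 581 for the interaction of the Spt20 strains and 5150 to 5231 for that of the double degrons. Antisense counts were called at 193 to 513, 293 to 511 and 994 to 1197 genes. The medians over all genes ranged from 0.18 to 0.50, 0.28 to 0.34 and −1.73 to −1.59. The genes lower in Spt20-AID, called anew each time, had medians of −0.90 to −0.55 in Med16/Spt20-AID. Genes called in Spt20-AID without a pair and measured in that pair had medians of 0.40, 0.25 and 0.99 (higher) and −0.93, −1.11 and −0.058 (lower) in pairs 1, 2 and 3. The cause of the other changes was not tested.

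For TATA boxes, the difference between medians was −0.12, −0.13 and 0.12 in the order above. It was −0.0897, −0.0813 and 0.10 with a window of 300 bp, −0.0954, −0.0939 and 0.12 with the motif TATAWAW, and 0.13 in Med16/Taf13-AID with a mean count of at least 50.

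With the replicate number as a block, taking same-numbered libraries as pairs, 3346, 2882 and 5469 genes were called in the strains and 155 and 5238 for the interactions. The block with the correction for length and GC content called 3166, 2826, 5472, 147 and 5238. DESeq2 called 3424, 3102, 5459, 186 and 5238 genes. Fits of only the libraries compared called 2457, 3926, 5475, 159 and 5280. Of the checks of 39 results for single genes under other settings, 36 (in 15 of the results) came out weaker and 231 kept their direction and side of the threshold. Of the weaker ones, 13 were under TMM, 20 with a replicate left out and 3 under DESeq2 (TAF13 in Spt20-AID, and AI1 and FLO11 in Med16/Taf13-AID). In Med16/Taf13-AID, the depth of the 3-IAA libraries limits the fold change of genes with few reads, such as TMN2, to a bound.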

Differences from the paper's values

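The comparison covers 1645 genes that the copy of Supplementary Table 2 used here, which may be incomplete, also lists. Over them the medians were 0.38 in Spt20-AID, 0.30 in Med16/Spt20-AID and −1.67 in Med16/Taf13-AID, and the paper's are 0.38, 0.30 and −1.67. The log2 fold changes of single genes differed from the paper's by up to 0.055, 0.068 and 1.304. Of these genes, the paper's table calls 968, 862 and 1596, where 1001, 908 and 1604 were called here, and 956, 834 and 1596 genes were called in both. The first principal component of Med16/Taf13-AID held 94.8% of the variance, where the paper shows about 99% in Fig. 5b, read by eye, a gap smaller than the limit of 1.5 times used here. Among the settings set before the data were examined, TMM gave 52.8%, far from the paper's, and the 500 most variable genes gave 91.8%.

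The paper states that the upregulation of TFIID-dependent genes after Spt20 depletion depends on Med16. Its gene list was not used here. The genes upregulated in Spt20-AID had a median log2 fold change of 0.54 there and 0.38 in Med16/Spt20-AID, where 1941 of the 3004 genes were still called upregulated. With TMM, the 951 genes then upregulated in Spt20-AID had medians of 0.33 there and 0.14 in Med16/Spt20-AID. The upward shifts of both strains cannot be told apart from scaling error, so these values do not decide the point.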

Other observations

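The tests of mitochondrial reads, of multi-mapping reads, of the depth of mitochondrial genes and of random pairs of genes were chosen only after the result was seen, apart from the test of pair 3 with mitochondrial reads.

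Each strain shifted as a whole relative to the spike-in. In Spt20-AID, Med16/Spt20-AID and Med16/Taf13-AID, 3454, 3149 and 5471 genes were called, and 1 of the 4 splits that part all same-numbered pairs gave as many, the real one. Among the other splits, including the 6 that leave a pair on the same side, the largest number of called genes was 1 in Spt20-AID and 0 in the rest, and at an unadjusted p under 0.05 up to 2133, 762 and 217 genes. The share of splits cannot fall under 1 of 4, whatever the data. By the splits the shifts therefore cannot be told apart from a random grouping, and the splits decide nothing. The median log2 fold changes of the 3 pairs had the same sign in each strain, and were −1.57, −1.84 and −1.58 in Med16/Taf13-AID. The shift could come from an error in spike-in scaling, which would also move reads that do not depend on RNAPII. Summed mitochondrial reads moved by −18.5% of the nuclear shift in Spt20-AID and by 85.1% in Med16/Spt20-AID, with standard deviations between pairs of 287% and 96.1%, too wide to tell. Multi-mapping reads, which were not assigned to genes, moved by 68.1% and 215.5% of the nuclear shift, which does not settle it either. In Med16/Taf13-AID the mitochondrial reads moved by 7.4% and the multi-mapping reads by 10.3% of the nuclear shift. The standard deviations between pairs were 25.8% and 2.1%, and the mitochondrial reads numbered only 506 to 719 per library. These values go against a scaling error of the size of the shift. The upward shifts in the Spt20 strains cannot be told apart from scaling error.

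The shift of Spt20-AID was larger in replicate pair 3 (0.76) than in pairs 1 and 2 (0.23 and 0.11). The excess of that pair in mitochondrial reads was 1.78 on the log2 scale against 0.59 for nuclear genes, or 303.0%. The excess in multi-mapping reads was 120.7% of the nuclear one. Both go in the direction of a scaling error in pair 3, which may account for its larger shift, although the mitochondrial excess overshoots the amount such an error would give. No biological explanation was tested for this pair.

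Genes with a TATA box (TATAWAWR within 200 bp upstream, 1227 genes) and genes without it (4237) differed in their medians by −0.12 in Spt20-AID, −0.13 in Med16/Spt20-AID and 0.12 in Med16/Taf13-AID. The differences had the same sign in each of the 3 pairs of a strain. Among 10000 random lists matched on mean expression, the genes with a TATA box lay at percentiles 0.0, 0.0 and 100.0. Under TMM the differences were −0.12, −0.13 and 0.13, which decides nothing about scaling, since a size factor moves both groups of genes alike. Relative to other genes, those with a TATA box may thus depend more on SAGA and less on TFIID, a hypothesis for which no other explanation than mean expression was tested. The genes lower in Spt20-AID had a median of −1.40 in Med16/Taf13-AID, at percentile 100.0 of 10000 matched lists with a median of −1.65, which goes the same way.

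In Med16/Taf13-AID, some mitochondrial genes had almost no reads, with either treatment. The genes COX1, AI1, AI2, ATP6, COB and SCEI, chosen after their values were seen, together had 21 reads in the 6 libraries of the strain, where the rates in the Spt20 strains predict 7525 at the same depth, or 0.279%. Depth therefore does not explain it. OLI1, VAR1, COX2 and COX3 together had 3283 reads against a predicted 1097. COX2 (1446 against 315), COX3 (1535 against 256) and VAR1 (26 against 11) exceeded the prediction. OLI1 had reads but fewer than predicted, 276 against 515. The genes COX1 (13818 to 26701) and COB (36540 to 43647) lack reads, OLI1 (46723 to 46953) has them, SCEI (61022 to 61729) lacks them, and COX2 (73758 to 74513) and COX3 (79213 to 80022) have them. Loss of parts of the mitochondrial DNA in this strain could give such a pattern and might raise the retrograde response genes CIT2 and DLD3. These were instead lower than in the Spt20 strains with DMSO, by −1.39 and −0.86 on the log2 scale, where the prediction was a rise. Their mean lay at percentile 1.4 of the 5567 single genes tested and at percentile 0.5 of 10000 random pairs of genes matched on mean expression. That goes against a loss that is accompanied by this response, and a loss without it was not tested. The strain and the sequencing run cannot be told apart here. FLO11, also noticed after its values were seen, had 2095 ± 459 normalized counts (SD, n = 3) with DMSO in this strain and 29.4 ± 2.90 (SD, n = 3) in Med16/Spt20-AID, under the same limit.

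The rule for named genes left out genes with a mean count under 50. In Med16/Spt20-AID, 3 such genes, SPS4, YJR115W and LCL1, chosen after their values were seen, rose more than any named gene. The largest increase was that of SPS4 (YOR313C, chromosome XV, 901858 to 902874), from 10.0 ± 1.26 to 190 ± 14.5 normalized counts (SD, n = 3), a log2 fold change of 4.23 (standard error 0.26, adjusted p = 2.03e-57 from edgeR's quasi-likelihood test). In Spt20-AID its log2 fold change was −0.83 (adjusted p = 0.145), and the interaction was 5.06 (adjusted p = 1.44e-14). In Med16/Taf13-AID, the estimated log2 fold change of 4 such genes, TKL2, YER187W, AMA1 and YKR041W, also chosen afterwards, was below that of any named gene.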
